# Knockdown THOC2 suppresses the proliferation and invasion of melanoma

**DOI:** 10.1080/21655979.2019.1685727

**Published:** 2019-11-02

**Authors:** Xiaowei Zhou, Xing Liu, Guoqiang Zhang, Qian Zhang, Hao Chen, Yan Wang, Fang Fang, Jianfang Sun

**Keywords:** Melanoma, THOC2, cAMP, microarray

## Abstract

Melanoma is a potentially fatal form of skin cancer with great metastatic potential. THOC2 plays a vital role in human biological progression, however, the roles of THOC2 in melanoma tumorigenesis are still unknown. In the present study, our data demonstrated that THOC2 expression was significantly increased in melanoma tissues, and high THOC2 expression was associated with poor overall survival of melanoma patients. THOC2 reduction repressed melanoma cell proliferation and invasion, and induced cell apoptosis in vitro. Microarray data revealed that the cAMP signaling pathway was significantly downregulated in A375 cells transfected with si-*THOC2*, which was further confirmed by RT-qPCR and bioinformatics analysis. In conclusion, our data indicated that THOC2 might act as an oncogene in melanoma progression through cAMP signaling pathway regulation, which may offer a therapeutic target for melanoma treatment.

## Introduction

Melanoma is one of the most common types of malignant skin cancer worldwide [1]. Despite significant improvements in diagnostic techniques and treatments over the past few years, the 5-year survival rate for melanoma patients remains poor due to its proclivity to metastasize [2,3]. Therefore, the search for ideal and effective molecular markers of melanoma has been quite important in terms of improvement in the diagnosis and treatment of.

The THO/TREX (Transcription-Export) complex has been characterized as a multimeric protein complex that mediates transcription elongation (yeast), splicing of mRNAs (animals), and export of mRNAs from the nucleus [4–6]. THO complex subunit 2 (THOC2) depletion has been shown to interfere with mRNA export, chromosome alignment, mitotic progression, and genomic stability in humans [4,5] and to stimulate neurite outgrowth in primary rat hippocampal neurons [7]. Depletion of other TREX) subunits also interferes with mRNA export, resulting in nuclear retention of mRNAs Mouse Thoc2, along with Thoc5, is required for epithelial stem cell self-renewal and differentiation [8]. Thoc2 depletion in *Drosophila* Schneider 2 cells results in significant nuclear mRNA retention, inhibition of protein synthesis and cell proliferation, and chromosome misalignment [7,9]. Thoc2-knockout *Caenorhabditis elegans* are slow-growing, sterile, have functional defects in specific sensory neurons, and die prematurely from defective progression of meiosis [4,10]. Thoc2 is also an essential gene for *zebrafish* embryonic development [11]. However, the relationship between THOC2 and tumor progression remains unclear.

In this study, we determined the roles of THOC2 in melanoma progression. We found that THOC2 is up-regulated in melanoma at both the mRNA and protein levels. THOC2 silencing markedly reduced melanoma cell proliferation and invasion in vitro. Furthermore, we revealed that THOC2 might regulate cAMP signaling pathway in melanoma cells. Thus, we suggested that THOC2 might promote melanoma tumorigenesis via regulating the cAMP signaling pathway, which provides new insight into melanoma progression.

## Materials and methods

### Clinical specimens

Melanoma specimens and corresponding para-carcinoma tissues were collected from patients who underwent surgical treatment without preoperative radiotherapy and/or chemotherapy at the Chinese Academy of Medical Sciences and Peking Union Medical College. The specimens were fixed, prepared in paraffin blocks, and sectioned. All patients enrolled in the present study met the following criteria: (1) diagnosed with melanoma; (2) possessing complete clinicopathological data and follow-up information. The study was approved by the ethics committee at the Chinese Academy of Medical Sciences and Peking Union Medical College, and informed consent forms were signed by all patients.

### Cell culture

Human melanoma cell lines A-375 and M14 were purchased from the Cell Bank of Shanghai Institute of Cell Biology (Shanghai, China). Cells were maintained in RPMI-1640 medium, supplemented with 10% fetal bovine serum (FBS, Invitrogen, Carlsbad, USA), 1% penicillin/streptomycin (Sigma-Aldrich, Milan, Italy) at 37°C in 5% CO2.

### Cell transfection

siRNA against THOC2 (si-THOC2) and control siRNA (NC) were all purchased from IBSBIO (Shanghai, China). A375 and M14 cells were plated in 6-well plates at a density of 1.5 × 10^5^ per well. Cells were transfected with si-THOC2 or NC using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s protocol. The sequences were as follows: NC 5′-UUCUCCGAACGUGUCACGUTT-3′,

THOC2 siRNA-1 5′- GAGUUGUCAUAUCAUGUAATT-3′,

THOC2 siRNA-2 5′-GCAGUACUUCUACAAUUUATT-3′,

THOC2 siRNA-3 5′-GCUAUGAACGAGAAGUCAATT-3′,

THOC2 siRNA-4 5′-GGUCAGAUCAGAAACACUATT-3′

### Reverse transcription quantitative real-time PCR(RT-qPCR)

Total RNA was isolated by TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. cDNA was synthesized using a PrimeScript 1st strand cDNA synthesis kit (TaKaRaShuzo, Otsu, Japan). mRNA expression analysis was conducted by quantitative PCR using SYBR green dye(Life Technologies, Carlsbad, CA, USA). The expression levels were calculated using the 2^−ΔΔCt^ method with β-actin used for mRNA normalization . Primers used were as follows:

Actin-F, 5-CATGTACGTTGCTATCCAGGC-3;

Actin-R, 5-CTCCTTAATGTCACGCACGAT-3,

THOC2-F, 5-GGTAATCTTTCAGGAAGGTGGAGA-3; THOC2-R, 5-GCTGATGTCATCCCAGACTTTG-3.

PDE4D-F, 5-ACGGACCGGATAATGGAGGAG-3;

PDE4D-R, 5-ATTTTTCCACGGAAGCATTGTG-3.

PIK3CA-F, 5-CAGTCAGGAAAGGTGGTG −3;

PIK3CA-R, 5-ATTCAAAAGGTTCACGGA −3.

GNAI1-F, 5-TCTACAGTAACACCATCCAGTC −3;

GNAI1-R, 5-GCAGTCATAAAGCCTTCTTCAG-3.

ADCY1-F, 5-AGGCACGACAATGTGAGCATC-3;

ADCY1-R, 5- TTCATCGAACTTGCCGAAGAG-3.

HHIP-F, 5-CCCTGCATAGTGGGGATGG-3;

HHIP-R, 5- AGGCTTAGCAGTCCTCTTTCAT-3;

ADORA2A-R, 5-CTGCTGGCTGCCCCTACAC-3;

ADORA2A-F, 5- GAAGGGATTCACAACCGAATTG-3.

### Western blot assay

Proteins were lysed using RIPA buffer (Beyotime, Shanghai, China) and the concentrations were measured using a bicinchoninic acid Protein Assay Kit (CoWin, Beijing, China). Proteins were separated by 10% SDS-PAGE and transferred in PVDF membranes (Bio-Rad, Hercules, CA, USA). Following blocking with 5% low fat milk in Tris-buffered saline at 37°C for 1 h, the membranes were incubated with primary antibodies against THOC2 (1:1000, Abcam, USA), and β-actin (1:1000, Santa Cruz Biotechnology,Santa Cruz,CA, USA) overnight at 4°C. After incubation corresponding secondary antibodies at room temperature for 1 h, an electrochemiluminescence (ECL) system was used for detection.

### MTT assay

Transfected cells were dispensed in a 96-well plate (1500/per well) and incubated for 24, 48, 72 h, . 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assays were performed by adding 20 μl of MTT for 4 h. Then, 150 μl of DMSO was added to each well. After 15 min, absorbance at 490 nm of each well was recorded by a microplate reader (Bio-Rad).

### Flow cytometric analysis

For apoptosis assays, transfected cells were harvested and marked with FITC-Annexin V and PI using and Annexin VFITC/PI kit(Life Technologies, Carlsbad, CA, USA). Utilizing FACS Calibur (BD Biosciences, San Jose, CA, USA), cell apoptosis was detected. The results were evaluated with FlowJo software.

### Transwell assay

Transfected cells (3 × 10^4^) were placed into upper chambers coated with 50 µl of Matrigel (8-μm-pore; Millipore, MA, USA). Medium supplemented with 10% FBS was added to the lower chamber. After 24 h of incubation, the cells from the upper surface were removed and the remaining cells on the lower surface were fixed in 4% paraformaldehyde and stained with 0.1% crystal violet for 30 min. The number of invading cells were measured under a microscope (Nikon, Tokyo, Japan).

### Immunohistochemistry (IHC)

IHC was performed using an HRP-polymer anti-mouse IHC DAB-based kit (IBSBIO, Shanghai, China) according to the manufacturer’s protocol and a previous study [12].

### Microarray analysis

Total RNA samples were sent out to IBSBIO Company (Shanghai, China) and then applied to Agilent SurePrint G3 Human Gene Expression v3 Microarray (8*60K,Design ID:072363) to assess mRNA expression profiles. The sample labeling, microarray hybridization and washing were performed based on the manufacturer’s standard protocols. Briefly, total RNA was transcribed to double stranded cDNA and then cRNA was synthesized . Next, 2nd cycle cDNAs were synthesized from cRNAs. Following fragmentation and biotin labeling, the 2nd cycle cDNAs were hybridized to the microarray. After washing and staining, the arrays were scanned using an Agilent G2505C array scnner(Agilent Technologies).

Feature Extraction software (Agilent Technologies) was used to extract raw data and provide RNA normalization. Genesrping software (Agilent Technologies) was employed to finish the basic analysis. Differentially expressed genes (DEGs) were then identified through fold change as well as P value calculated with Student’s t-test. The threshold set for up- and down-regulated genes was fold change ≥ 2.0 and a P value ≤ 0.05.

### Bioinformatics analysis

Oncomine gene expression array database (www.oncomine.org) was used to explore *THOR2* mRNA levels in melanoma tissues. ALTAS dataset was used to explore effects involving the prognosis of patients. Gene Ontology (GO) and KEGG analyze were applied to determine the roles played differentially expressed mRNAs in these GO terms or pathways. Finally, Hierarchical Clustering was performed to display distinguishable gene expression patterns among samples. Ingenuity Pathway Analysis (IPA) expression network was used to predict downstream effects. The interaction pathway analysis was performed using the STRING database (http://string-db.org/). Microarray files have been deposited in the GEO database with accession number GSE109497.

### Statistical analysis

Statistical analysis was done using SPSS 20.0. Data are shown as means ± standard deviation (SD) and each experiment was repeated three times. Paired and unpaired Student’s t-tests were used to analyze data between two groups of samples, whereas comparisons among multiple groups were done by ANOVA followed by Tukey’s post hoc test. P < 0.05 was considered statistically significant.

## Results

### Elevated THOC2 expression in melanoma

To examine THOC2 expression in human melanoma, IHC was used. Results showed that THOC2 was mainly stained in the nuclei of melanoma cells and upregulated in melanoma tissues compared to normal skin tissue (Figure 1(a)). Subsequently, THOC2 expression was explored in Oncomine database, Results showed that THOC2 is highly expressed using the melanoma tissues (Figure 1(b)). Furthermore, Kaplan-Meier survival analysis showed that melanoma patients with high THOC2 expression had a poor overall survival rate compared to the low expression group (Fi.1C). These data suggested that THOC2 might play critical roles in melanoma progression.

**Figure 1.**
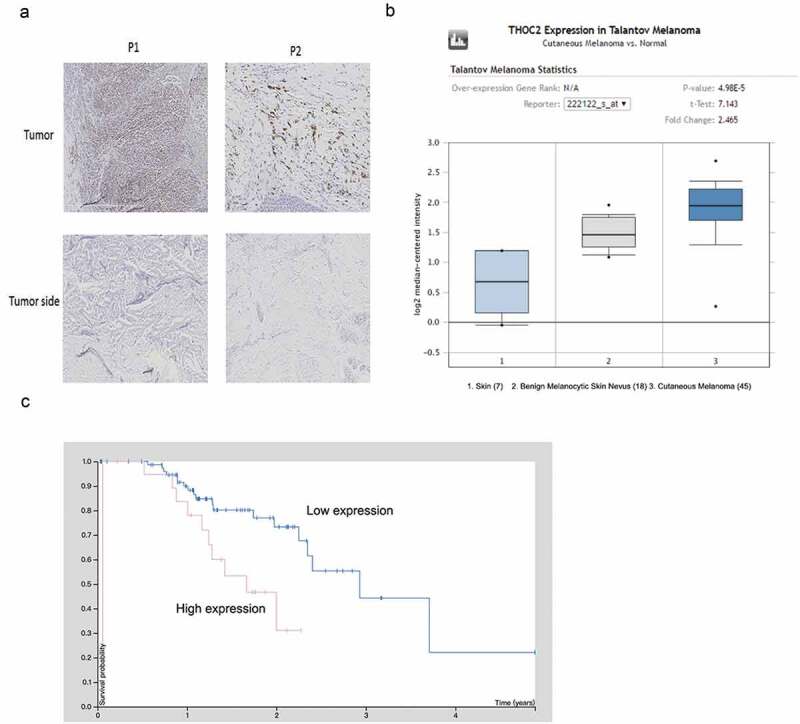
THOC2 was upregulated in melanoma.(a) IHC staining for THOC2 in melanoma tissues and adjacent normal tissues. (b) Oncomine expression analysis of THOC2 in human melanoma vs. normal skin tissues and benign melanocytic skin nevus. (c) Melanoma patients with high THOC2 expression had a poor prognosis compared to thelow THOC2 expression group. *P < 0.05.

### THOC2 inhibition reduced melanoma cells proliferation

Next, we examined the roles of THOC2 in melanoma. siRNAs targeting THOC2 were transfected into A375 and M14 cells. Transfection efficiency was determined by RT-qPCR and western blot (Figure 2(a,b)). Subsequently, MTT assays showed that THOC2 inhibition decreased the proliferation of A375 and M14 cells in vitro (Figure 2(c)). Flow cytometry assays showed that knockdown of THOC2 dramatically increased the apoptosis rate of A375 and M14 cells (Figure 2(d)). These data suggested that THOC2 could promote melanoma cells proliferation and restrain cell apoptosis in vitro.

**Figure 2.**
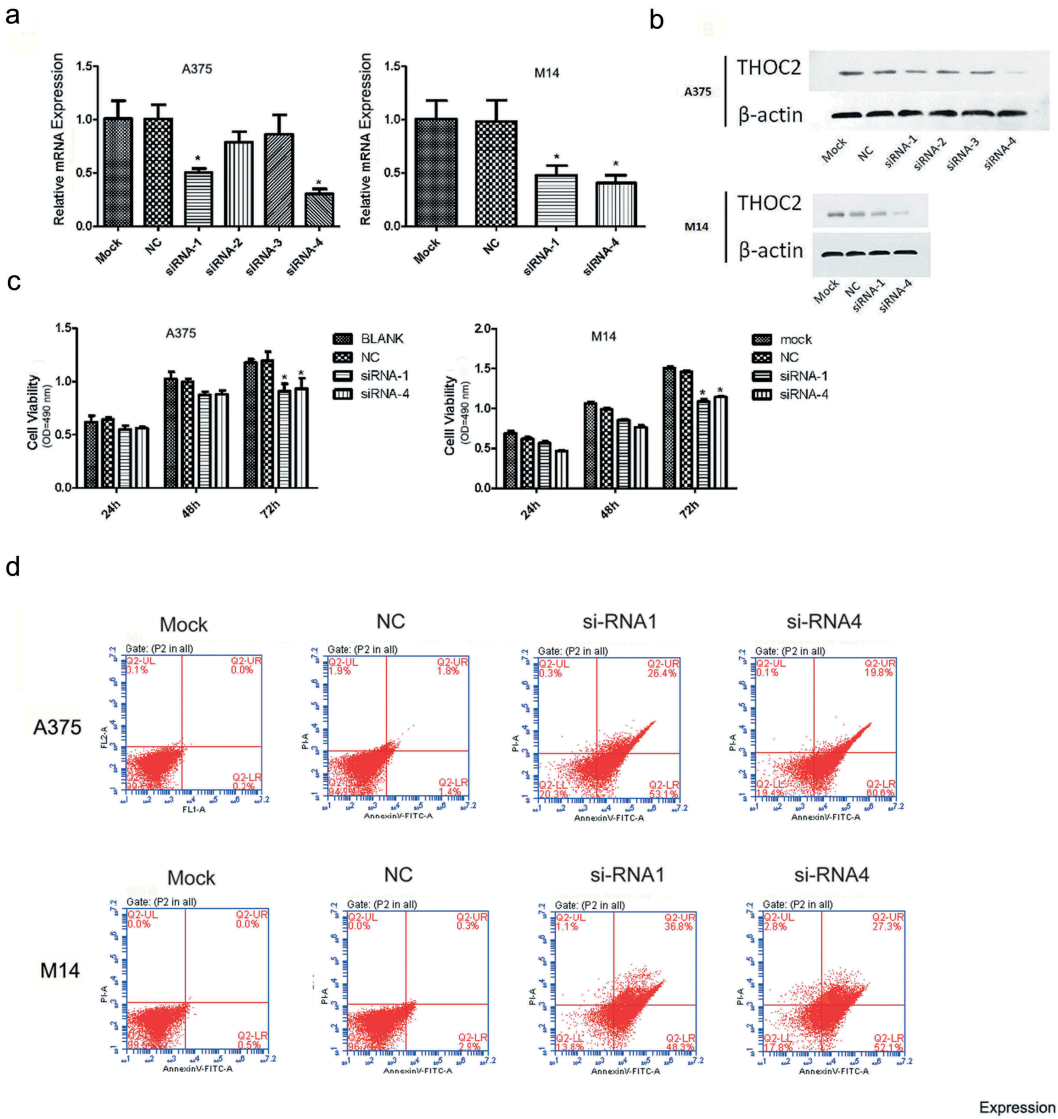
THOC2 inhibition reduced melanoma cell proliferation. (a, b) Relative expression of THOC2 in A375 and M14 cells transfected with siRNAs or NC was measured by RT-qPCR and western blot. (c) MTT assays showed that THOC2 inhibition reduced melanoma cell proliferative ability in vitro. (d) Flow cytometric analysis showed that THOC2 inhibition increased apoptosis of melanoma cells. *P < 0.05.

### Depletion of THOC2 suppressed melanoma cell invasion

Next, we investigated the effects of THOC2 on melanoma cell invasion. Transwell assays showed that THOC2 suppression significantly suppressed the invasive ability of A375 and M14 cells compared to the NC group (Figure 3).

**Figure 3.**
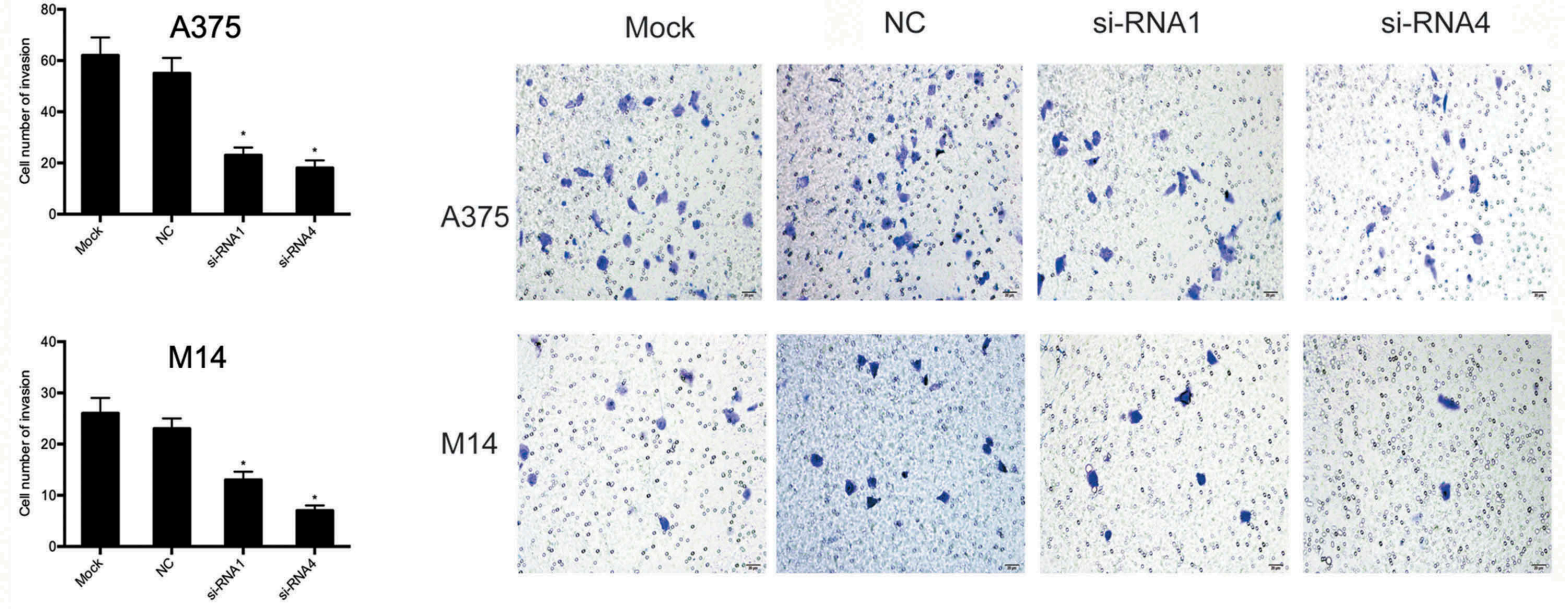
THOC2 inhibition reduced melanoma cells invasion. *P < 0.05.

### Identification of THOC2-dependent genes in melanoma cells

In our study, A375 cells were transfected with si-THOC2 and si-NC, and mRNA from A375 cells wase collected for microarray analysis. 

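A375 is a cell line established from a human malignant melanoma. An siRNA is a short double-stranded RNA that leads a cell to degrade the mRNAs it matches, and NC is a control siRNA with no intended human target. RNA of 1 culture transfected with si-THOC2 and of 1 culture transfected with NC was hybridized to 1 array each, and the sample labels place the harvest 48 h after transfection. There was no replicate, so the spread between cultures is unknown, no test between the conditions could be made, and every difference given is between these 2 arrays. The methods list 4 THOC2 siRNAs, and the paper's text does not name the one used for the arrays. For both samples, the title and the description name one condition and the source field names the other. The titles and descriptions were followed here, and both probes of THOC2 were lower on the array they assign to si-THOC2. The array was a 1-colour Agilent SurePrint G3 Human Gene Expression design with probes of 60 bases placed on hg19. Each array held 62976 spots, of which 60901 were not controls. The authors deposited the scanner software's processed signal of each spot, which is its intensity after subtraction of the background. They also deposited a table of normalized log2 values, in which the sorted values of the 2 arrays differ by at most 0.00079, the mark of quantile normalization. Here, the log2 of the processed signal was taken for each probe and reduced by its array's 75th percentile, which lay at 6.62 on the NC array and 6.31 on the THOC2 siRNA array. The scanner software called 24616 probes (42.3%) well above background on the NC array and 22936 (39.4%) on the THOC2 siRNA array. Both arrays measured 22207 probes, and 25345 were well above background on at least 1. The median signal of all non-control spots was 9.54 on the NC array and 7.92 on the THOC2 siRNA array, under the lowest signal well above background on each (14.7 and 15.9). Repeated spots of 300 probes give the technical error within these arrays. Their log2 fold change had a median SD of 0.05 for 250 probes with a log2 signal over 8, 0.12 for 31 probes between 6 and 8, 0.30 for 6 probes between 4 and 6, and 0.42 for 13 probes under 4. Where a probe was well above background on 1 array only, its fold is a bound, given as at least N-fold. It sets the brighter signal against the higher of the dim probe's own signal and the lowest signal well above background on that array, and no fold is given where this ratio was under 1. Both probes of THOC2, on the minus strand of chromosome X at Xq25, were well above background on both arrays. The probe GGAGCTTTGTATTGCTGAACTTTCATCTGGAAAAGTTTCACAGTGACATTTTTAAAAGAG, from 122734486 to 122734545, had a signal of 136 with NC and 40.9 with si-THOC2, a log2 fold change of -1.42. Only 0.0761% of the probes of like signal were lower by more. The probe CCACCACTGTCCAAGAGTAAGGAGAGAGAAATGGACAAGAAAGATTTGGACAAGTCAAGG, from 122747960 to 122748019, went from 67.3 to 35.1, a log2 fold change of -0.63, at the 5.62 percentile. The technical SD at either probe's signal was 0.14. Normexp background correction moved the mean of both probes most, from -1.03 to -0.51. It adds 50 to every corrected signal, which shrinks folds at signals this low.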

A total of 877 genes were downregulated more than 2-fold upon the depletion of THOC2 in A375 cells. 

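The authors' deposited table lists 877 probes as lower and 720 as higher by 2-fold or more with si-THOC2, and among probes that the authors' flags call detected on at least 1 array, the authors' normalized values pass 2-fold at exactly these. The table's lower part counts probes and carries 732 distinct gene symbols. In the values computed here, 844 of 25345 probes were lower by 2-fold or more with si-THOC2 and 743 were higher, so 53.2% of the calls were lower. All 844 and 720 of the 743 are in the authors' deposited table. Of the 844 lower probes, 81 were well above background on both arrays, and for the other 763 (90.4%) the THOC2 siRNA array gave no signal well above background. With those dim signals placed at their limit, 225 probes were lower by at least 2-fold. Among 12373 probes with a log2 signal over 7 on both arrays, 18 were lower and 25 higher by 2-fold or more, and the SD of the log2 fold changes was 0.23. Among the alternatives, the counts ran from 33 lower and 79 higher probes with normexp background correction to 1929 and 3127 with no detection filter. Genes were ranked by their probes well above background on both arrays, leaving out LOC, LINC and lnc names and other database identifiers, and asking that all such probes of a gene fell by 2-fold. By this rule SLC3A1 had the largest decrease, although single probes outside it fell by more. Its probe on chromosome 2, from 44547688 to 44547747, went from a signal of 108 to 18.3, a log2 fold change of -2.26, and its other 3 probes were below background on both arrays. FOLR2 followed at -1.93 (chromosome 11, 71932884 to 71932943), in a part of the array where 19.9% of probes were called higher. BANF2 was at -1.67 (chromosome 20, 17716326 to 17716385) and CHRNA10 at -1.54 (chromosome 11, 3687009 to 3687068), where 9.84% of the surrounding probes were called lower. By the same rule ADCY1 came next. The calls were not spread evenly over the slide. In 128 blocks of spots (16 down and 8 across), the share of lower calls ran from 0 to 12.6%, and for 25058 probes printed on 1 spot their dispersion over blocks was 3.62, against at most 2.35 in 1000 shuffles of the calls among probes of like signal.

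**Figure D1:**
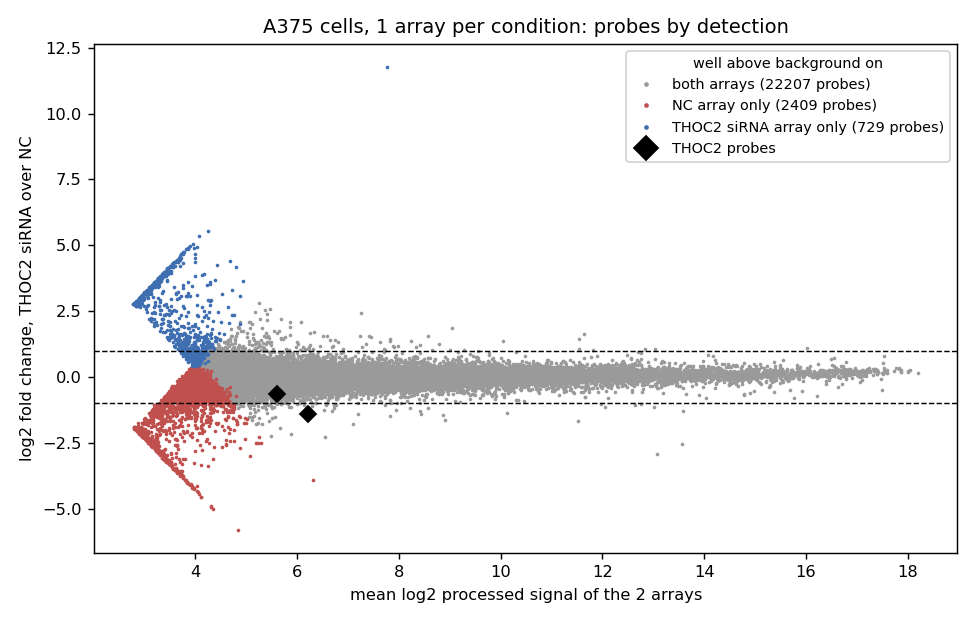
Log2 fold change of each probe (THOC2 siRNA over NC, after scaling) against its mean log2 processed signal on the 2 arrays, coloured by the arrays on which it was well above background, with dashed lines at 2-fold. Probes detected on 1 array only, drawn at their measured signals, make up most of the 844 lower and 743 higher calls, and the THOC2 probes are the diamonds.

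**Figure D2:**
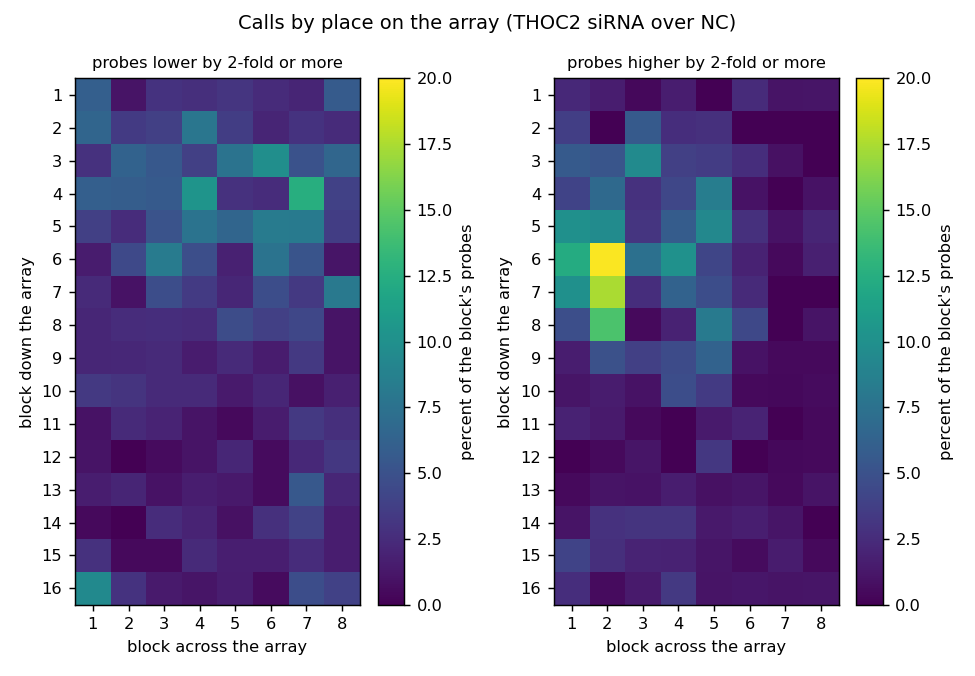
Percent of probes called lower (left) and higher (right) by 2-fold or more in each of the 128 blocks of spots, drawn at the blocks' places on the array. Single blocks reach 12.6% for lower calls and 19.9% for higher calls.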

To investigate the molecular functions and biologic pathways involving THOR2, all 877 downregulated genes were further analyzed by Gene Ontology (GO) and KEGG analyses. 

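Gene Ontology (GO) groups genes under terms for a process, a place in the cell or a molecular activity. The authors' deposited table gives the GO terms of each probe, and for 12531 genes with a term and a measured probe, 256 (2.04%) had a mean log2 fold change of -1 or lower with si-THOC2. With both arrays well above background, this held for 39 of 11781 genes (0.331%). In Figure 4, 9 terms were picked after the figure was read, the leading bars of its GO panels and those tied to cAMP. Each share is set beside 10000 random lists of as many genes of like signal, as a description of these 2 arrays. The figure was made from the lower probes of the same arrays. High percentiles are therefore partly set by the choice of terms and are not independent evidence. For pigmentation, 2 of 19 measured genes (10.5%) were lower, at percentile 89.4 of the random lists. For cilium assembly it was 4 of 91 genes (4.40%, percentile 92.3). For adherens junction 6 of 36 genes (16.7%) were lower, against 6.69% in an average random list (percentile 99). For bicellular tight junction 5 of 71 genes (7.04%) were lower, at percentile 96. Neurexin family protein binding had 3 lower genes of 10 (30.0%), at percentile 99.5, and beta-2 adrenergic receptor binding 1 of 4, at percentile 97.8. The cyclic-nucleotide phosphodiesterase term had 1 of 7 (14.3%, percentile 93.3), the cAMP phosphodiesterase term 1 of 6 (percentile 94.5) and the heterotrimeric G-protein complex 2 of 23 (8.70%, percentile 91). With both arrays well above background, no gene's mean was lower by 2-fold in 7 of these 9 terms. The exceptions were cilium assembly, with 2 of 86 genes (2.33%), and beta-2 adrenergic receptor binding, with 1 of 4. In both phosphodiesterase terms PDE4D fell just short, with a mean of -0.99 over its probes on both arrays. Counting any listed probe instead, the authors' table has PDE4D and PDE8B in both terms. The listed PDE4D probe was well above background on both arrays. In the authors' deposited table, the listed genes of neurexin family protein binding are NLGN1, SYTL1 and SYTL4. None of them had a listed probe well above background on both arrays.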

GO enrichment analysis showed that THOR2 might play important roles in cellular biological functions (Figure 4(a–c)). KEEG pathway analysis showed that the cAMP signaling pathway is one of the most closely signaling pathways correlated with THOR2 in melanoma progression (Figure 4(d)). 

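cAMP is a messenger molecule that adenylyl cyclases make and phosphodiesterases degrade. The members of the KEGG pathway were not analysed here. PDE4D, PIK3CA, GNAI1, ADCY1, HHIP and ADORA2A, which the paper ties to the pathway and measured by RT-qPCR, each have 1 probe in the lower part of the authors' deposited table. PDE4D, a phosphodiesterase, has 4 probes on the array. Its probe on chromosome 5 from 59284034 to 59284093 fell from a signal of 62.9 to 17.5, a log2 fold change of -1.54 (technical SD 0.28), in a block with 5.94% lower calls. The probe from 58264927 to 58264986 went from 90.6 to 54.0, a log2 fold change of -0.44 (technical SD 0.14). Another was not well above background with si-THOC2 and fell by at least 0.14 on the log2 scale, and the last was below background on both arrays. ADCY1, an adenylyl cyclase at 7p12.3, had 1 probe (45762328 to 45762385), with a signal of 66.4 with NC and 19.1 with si-THOC2, a log2 fold change of -1.49 (technical SD 0.22). HHIP on chromosome 4 had 1 probe on both arrays (145658929 to 145658988), at -0.75 (technical SD 0.14). Its other probe (145666336 to 145666395), with a signal of 44.4 with NC and none well above background with si-THOC2, was at least 2.26-fold lower. The probe of GNAI1, a G protein subunit (chromosome 7, 79848271 to 79848330), was at least 1.49-fold lower with a signal of 29.3 with NC. For PIK3CA, the probe measured on both arrays (chromosome 3, 178948163 to 178951939) had a signal of 42.4 with NC and 38.4 with si-THOC2, a log2 fold change of 0.16 (technical SD 0.16) after scaling. Its listed probe (178938816 to 178938875), with a signal of 18.2 with NC, was not well above background with si-THOC2, and no fold can be given. The authors' deposited table gives that probe a log2 fold change of -1.15. The adenosine receptor gene ADORA2A (chromosome 22, 24837485 to 24837544) had a signal of 16.7 with NC and none well above background with si-THOC2, so no fold can be given either, and 8.12% of the probes in its block were called lower. The authors' deposited table gives it -2.15. With dim signals as measured, the median log2 fold change of the 6 genes was -1.05, under all but 0.05% of 10000 random lists of 6 genes of like signal. With probes on both arrays it was -0.87 over 4 genes, of which 3 fell. With dim signals at their limit, and probes without a fold entered as 0, it was -0.64. After normexp background correction, whose offset shrinks folds at low signals, it was -0.18. All 6 genes are listed as lower in the authors' deposited table, which was made from the same arrays, so this median is not independent evidence. A fixed list of 43 adenylyl cyclases, phosphodiesterases, protein kinase A subunits and other core members of the pathway had 32 measured genes. Their median was -0.13, at percentile 0.32, and 20 of the 32 were below 0. This list shares ADCY1, PDE4D and GNAI1 with the 6 genes, and without these 3 its median was -0.07 over 29 genes, at percentile 5.65, inside the middle 95% of random lists. For 30 of the 32 with a probe on both arrays it was -0.07, at percentile 3.78. The CREB-driven early response genes, which cAMP signaling switches on, had a median of 0.06 over 17 genes (percentile 62.2). From the enrichment of KEGG pathways among the downregulated genes, the paper states that the cAMP signaling pathway is among those most closely tied to THOC2.

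**Figure D3:**
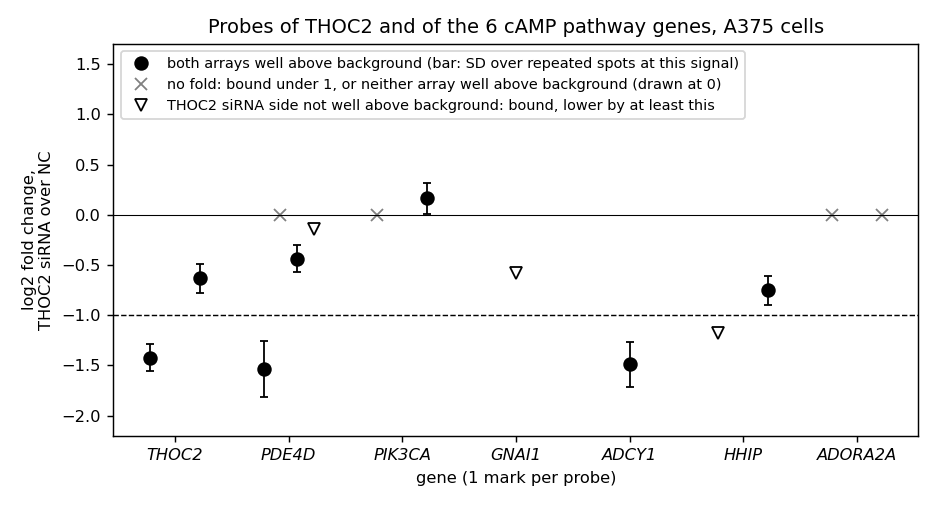
Log2 fold change (THOC2 siRNA over NC) of each probe of THOC2 and of the 6 cAMP pathway genes, with 1 array per condition. Filled points are measured on both arrays, with the technical SD at their signal, open triangles are bounds, and crosses at 0 have no fold. The filled points of THOC2, PDE4D, ADCY1 and HHIP lie below 0 and that of PIK3CA lies at 0.16.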

To further determine the biological relevance of the above-identified down-regulated mRNAs, IPA was used. Disease and function analysis showed that the majority of the downregulated mRNAs were associated with cancer progression (Table 1).

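Ingenuity Pathway Analysis (IPA) assigns genes to diseases and functions, and its assignments were not analysed here. Of the 877 lower probes in the authors' deposited table, 518 matched a gene of the reference table by Entrez identifier, symbol or a synonym of the symbol. Among them 374 probes stood for 366 distinct protein-coding genes and 144 for genes of another type, such as long noncoding RNAs. A further 359 had no match, and 308 of all listed probes carry names of uncharacterized or noncoding transcripts. Of the 366 protein-coding genes, 55 had a listed probe well above background on both arrays. The calls made here from the processed signals had 355 lower probes of 347 protein-coding genes among the 844, and 54 of these genes had a lower probe on both arrays.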

**Table 1.** Down-regulated coding gene transcripts corresponding to top 10 disease and functions.

Diseases and functions	p-value	Number of molecular
Cancer	1.79E-10	343
Organismal Injury and Abnormalities	1.79E-10	344
Gastrointestinal Disease	6.65E-07	289
Hepatic System Disease	6.65E-07	165
Dermatological Diseases and Conditions	6.36E-06	207
Reproductive System Disease	1.17E-05	191
Tissue Morphology	2.40E-05	33
Cellular Assembly and Organization	3.85E-05	82
Hair and Skin Development and Function	3.85E-05	4
Cellular Function and Maintenance	8.82E-05	80

**Figure 4.**
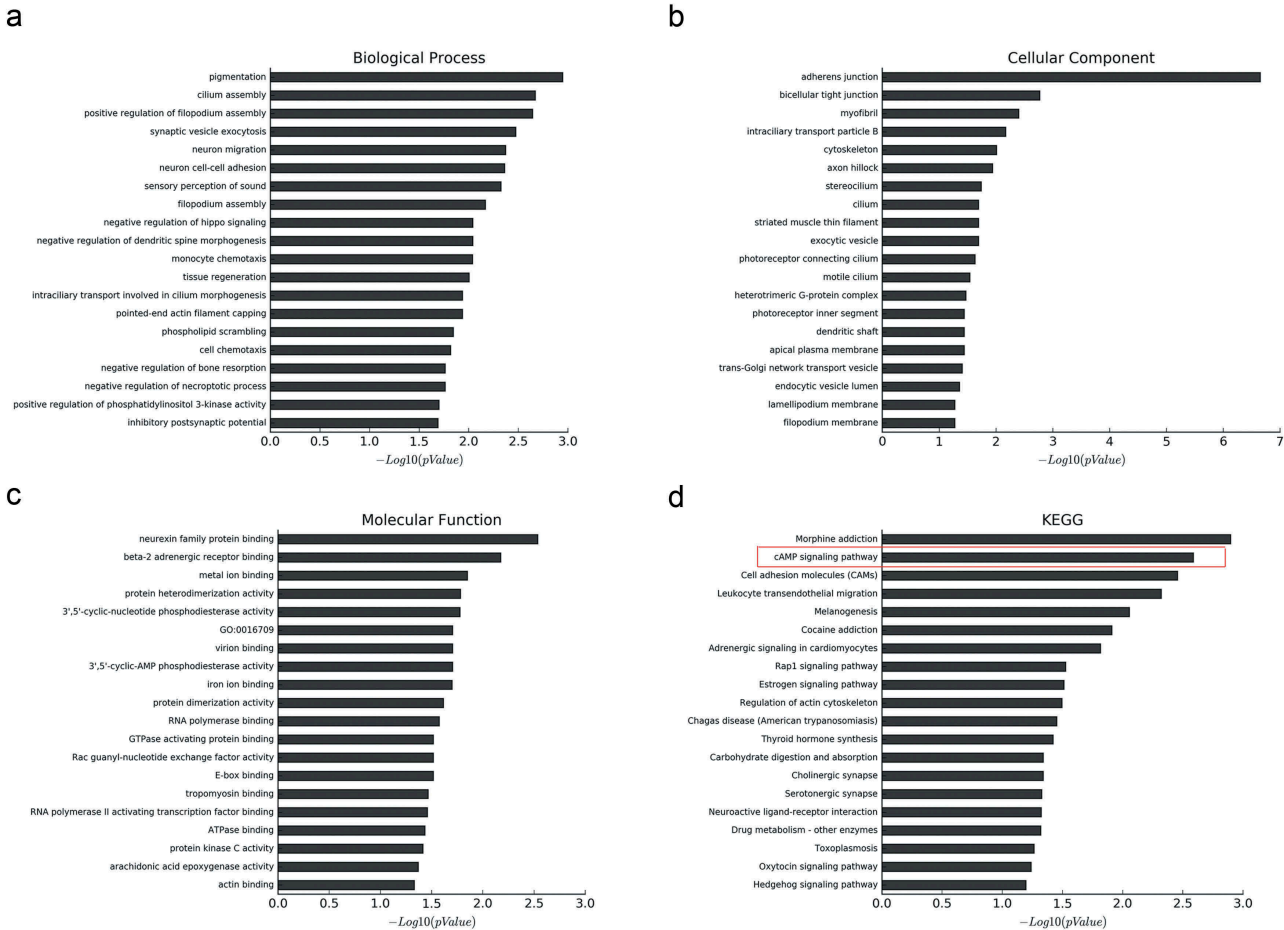
Downregulation of genes upon knockdown of THOC2 in A375 cells. (a) The most frequent fold enrichment biological processes (BP) associated with downregulated coding gene transcripts. (b) The most frequent fold enrichment cellular components (CC) associated with downregulated coding gene transcripts. (c) The most frequent fold enrichment molecular functions (MF) associated with downregulated coding gene transcripts. (d) KEGG analysis of downregulated coding gene transcripts.

### THOC2 regulated camp pathway in melanoma cells

The cAMP signaling pathway (Figure 5(a)) has been shown to play critical roles in tumor progression, including that of melanoma progression. Our previous study showed that THOC2 might associate with the cAMP signaling pathway in melanoma progression. Thus, we further explored cAMP pathway-related gene expression by RT-qPCR in melanoma cells. Results showed that the expression levels of *PDE4D, PIK3CA, GNAI1, ADCY1, HHIP* and *ADORA2A* were significantly reduced in A375 and M14 cells transfected with si-*THOC2* compared to theNC group (Figure 5(b,c)). In addition, correlation analysis showed that THOC2 expression was correlated with *PDE4D, PIK3CA, GNAI1*, and *HHIP* expression in melanoma tissues (Figure 5(d)). The data further confirmed that THOC2 might regulate he cAMP signaling pathway in melanoma cells.

**Figure 5.**
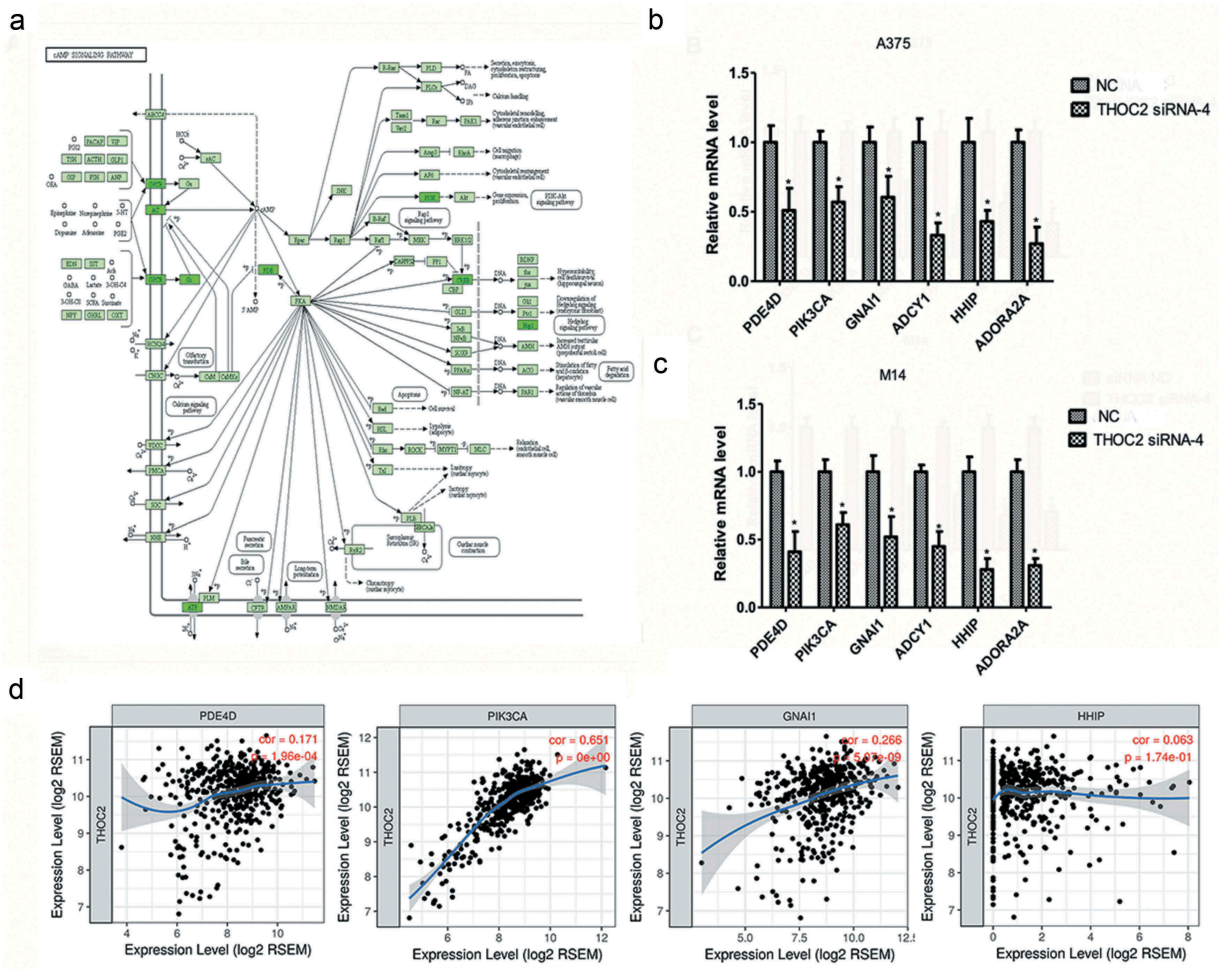
THOC2 regulated cAMP pathway in melanoma cells. (a) cAMP signaling pathway. (b, c) THOC2 inhibition reduced cAMP pathway related gene expression (*PDE4D, PIK3CA, GNAI1, ADCY1, HHIP* and *ADORA2A*) in A375 cells (b) and M14 cells (c). (d) THOC2 expression was positively correlated with *PDE4D, PIK3CA, GNAI1*, and *HHI*P expression in melanoma tissues. *P < 0.05.

### THOC2 network analysis in melanoma

Next, we performedIPA expression network in melanoma (Figure 6(a)). Candidate genes of canonical pathway involved in cAMP signaling pathway. We carried out Ingenuity Upstream Regulator Analysis in IPA to identify the cascade of upstream transcriptional regulators that can explain the observed changes in proteins. As predicted by IPA, the proteinsregulated in our study are likely to be modulated by GATA2, TP53, TP73 and FOXA2 (Figure 6(b)). Then, we performed interaction pathway analysis using the STRING database (http://string-db.org/). Results identified potentially regulated interacting proteins involving the cAMP pathway and the proteins involved in cell proliferation and metastasis (Figure 6(c)). Thus, we inferred that THOC2 might play important roles in melanoma progression by regulating the cAMP pathway.

**Figure 6.**
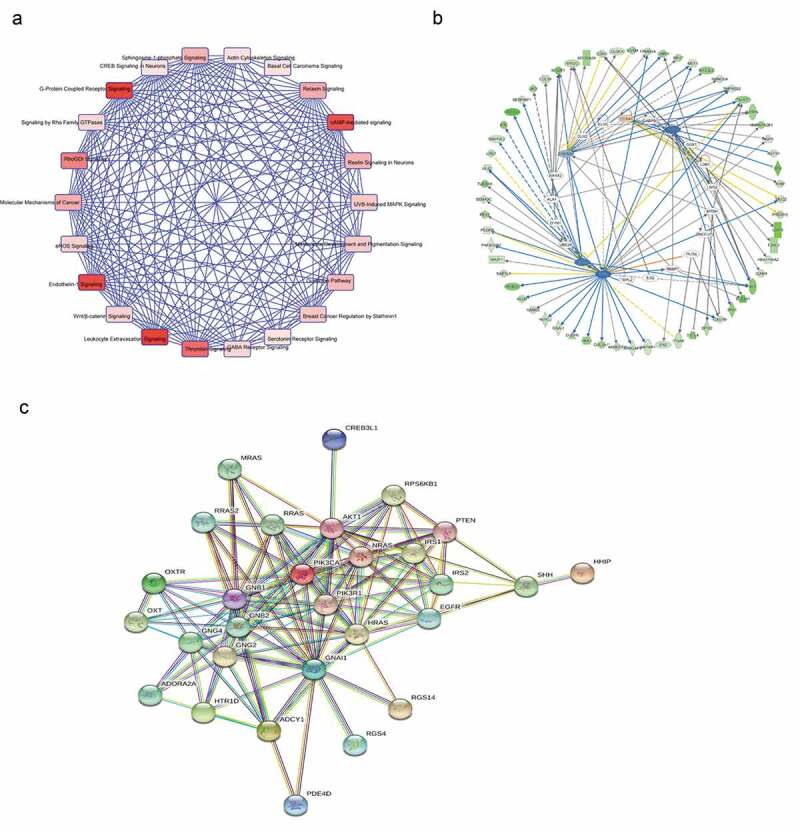
THOC2 network analysis in melanoma. (a) IPA expression network in melanoma. (b) IPA analysis of regulated proteins. (c) STRING program was used to exporehe protein-protein interactions involving THOC2 and cAMP pathway-related genes.

## Discussion

Melanoma is derived from neural crest melanocytes and is frequently found in the skin, digestive tract, eyes, genitals, and nasal cavity [13,14]. Due to distant metastases, the poor prognosis of melanoma patientsremans poor [15]. In this study, we examined the expression and the clinical relevance of THOC2 in melanoma. We showed that THOC2 expression was significantly increased in melanoma tissues. High THOC2 expression was associated with poor prognosis of patients. In functional assays, ourresults showed that THOC2 suppression reduced the proliferation and invasion of melanoma cells. Moreover, down-regulated THOC2 promoted melanoma cell apoptosis. These data suggested that THOC2 acts as a novel target for the treatment of melanoma.

Recent studies showed that increased cAMP signaling could promote melanoma tumor progression. For example, Kim et al found that induction of ATP synthase β by H_2_O_2_ induces melanogenesis by activating PAH and cAMP/CREB/MITF signaling in melanoma cells [16]. Jun et al found that phloridzin-induced melanogenesis is mediated by the cAMP signaling pathway [17]. Ma et al revealed that miR-23a-3p inhibits mucosal melanoma growth and progression through targeting adenylate cyclase 1 and attenuating the cAMP and MAPK pathways [18]. However, the roles of the cAMP pathway in melanoma remain unclear.

mRNA processing, splicing, and export are tightly regulated by a complex RNA-protein network which is essential for the maintenance of cellular and tissue homeostasis [19]. Depletion of one of the RNA processing regulators influences the expression of a set of genes. It is possible that these regulators might serve as useful target molecules for cancer therapy [20,21]. Recent studies showed that THOC2 depletion interferes with mRNA export, chromosome alignment, mitotic progression, and genomic stability in humans [4,5]. Thus, we speculated that THOC2 plays an important role in tumor development. From our data, GO and KEGG analysis showed that THOR2 might play important roles in cellular biological functions, and be associated with the cAMP signaling pathway in melanoma progression.

Next, we explored cAMP pathway related gene expression in THOC2 inhibited melanoma cells. Our results showed that THOC2 inhibition significantly reduced the expression of *PDE4D, PIK3CA, GNAI1, ADCY1, HHIP* and *ADORA2A* in melanoma cells. THOC2 expression was positively correlated with *PDE4D, PIK3CA, GNAI1*, and *HHI*P expression in melanoma tissues. Subsequently, IPA expression network investigation was used to identify the cascade of upstream transcriptional regulators. As predicted by IPA, the proteins regulated in our study are likely to be modulated by GATA2, TP53, TP73 and FOXA2. Furthermore, STRING database analysis showed that THOC2 might play roles in melanoma cells by interacting with proteins in the cAMP pathway and with proteins involved in cell proliferation and metastatic processes.

In conclusion, we demonstrated that THOC2 was significantly up-regulated in melanoma. THOC2 suppression reduced the proliferation of invasion by melanoma cells in vitro, at least partly by regulating the cAMP pathway. These findings suggested that THOC2 might could be used as a new predictive biomarker and therapeutic target in melanomapatients.

## Data Availability

The datasets supporting the conclusions of this article are included within the article.

## References

[1] CumminsDL, CumminsJM, PantleH, et al Cutaneous malignant melanoma[C]//Mayo clinic proceedings. Elsevier. 2006;81(4):500–507.10.4065/81.4.50016610570

[2] HodiFS, O’DaySJ, McDermottDF, et al Improved survival with ipilimumab in patients with metastatic melanoma. N Engl J Med. 2010;363(8):711–723.2052599210.1056/NEJMoa1003466PMC3549297

[3] GarbeC, LeiterU. Melanoma epidemiology and trends. Clinics Dermatol. 2009;27(1):3–9.10.1016/j.clindermatol.2008.09.00119095149

[4] Di GregorioE, BianchiFT, SchiaviA, et al A de novo X; 8 translocation creates a PTK2-THOC2 gene fusion with THOC2 expression knockdown in a patient with psychomotor retardation and congenital cerebellar hypoplasia. J Med Genet. 2013;50(8):543–551.2374998910.1136/jmedgenet-2013-101542PMC4133931

[5] Francisco-MangiletAG, KarlssonP, KimMH, et al THO 2, a core member of the THO/TREX complex, is required for micro RNA production in Arabidopsis. Plant J. 2015;82(6):1018–1029.2597654910.1111/tpj.12874

[6] YamazakiT, FujiwaraN, YukinagaH, et al The closely related RNA helicases, UAP56 and URH49, preferentially form distinct mRNA export machineries and coordinately regulate mitotic progression. Mol Biol Cell. 2010;21(16):2953–2965.2057398510.1091/mbc.E09-10-0913PMC2921121

[7] RehwinkelJ, HeroldA, GariK, et al Genome-wide analysis of mRNAs regulated by the THO complex in Drosophila melanogaster. Nat Struct Mol Biol. 2004;11(6):558–566.1513349910.1038/nsmb759

[8] WangL, MiaoYL, ZhengX, et al The THO complex regulates pluripotency gene mRNA export and controls embryonic stem cell self-renewal and somatic cell reprogramming. Cell Stem Cell. 2013;13(6):676–690.2431544210.1016/j.stem.2013.10.008PMC3962795

[9] SommaMP, CepraniF, BucciarelliE, et al Identification of Drosophila mitotic genes by combining co-expression analysis and RNA interference. PLos Genet. 2008;4(7):e1000126.1879751410.1371/journal.pgen.1000126PMC2537813

[10] Castellano-PozoM, García-MuseT, AguileraA R-loops cause replication impairment and genome instability during meiosis. EMBO Rep. 2012;13(10):923–929.2287841610.1038/embor.2012.119PMC3463965

[11] AmsterdamA, NissenRM, SunZ, et al Identification of 315 genes essential for early zebrafish development. Proc Natl Acad Sci USA. 2004;101(35):12792–12797.1525659110.1073/pnas.0403929101PMC516474

[12] YanY, YangF, ZhangH, et al Up-regulation of flotillin-2 is associated with renal cell carcinoma progression. Tumor Biol. 2014;35(10):10479–10486.10.1007/s13277-014-2343-925053596

[13] BertolottoC Melanoma: from melanocyte to genetic alterations and clinical options. Scientifica (Cairo). 2013;2013:635203.2441661710.1155/2013/635203PMC3874946

[14] AgaimyA, SpechtK, StoehrR, et al Metastatic malignant melanoma with complete loss of differentiation markers (undifferentiated/dedifferentiated melanoma). Am J Surg Pathol. 2016;40(2):181–191.2644819010.1097/PAS.0000000000000527

[15] AllenDC Malignant melanoma[M]//Histopathology reporting. London: Springer; 2013 p. 207–216.

[16] KimHE, LeeSG Induction of ATP synthase ß by H2O2 induces melanogenesis by activating PAH and cAMP/CREB/MITF signaling in melanoma cells. Int J Biochem Cell Biol. 2013;45(7):1217–1222.2352393410.1016/j.biocel.2013.03.006

[17] JungE, LeeJ, HuhS, et al Phloridzin-induced melanogenesis is mediated by the cAMP signaling pathway. Food Chem Toxicol. 2009;47(10):2436–2440.1957693910.1016/j.fct.2009.06.039

[18] MaM, DaiJ, TangH, et al MicroRNA-23a-3p inhibits mucosal melanoma growth and progression through targeting adenylate cyclase 1 and attenuating cAMP and MAPK pathways. Theranostics. 2019;9(4):945.3086780810.7150/thno.30516PMC6401396

[19] WickramasingheVO, LaskeyRA Control of mammalian gene expression by selective mRNA export. Nat Rev Mol Cell Biol. 2015;16(7):431–442.2608160710.1038/nrm4010

[20] HayesJ, PeruzziPP, LawlerS MicroRNAs in cancer: biomarkers, functions and therapy. Trends Mol Med. 2014;20(8):460–469.2502797210.1016/j.molmed.2014.06.005

[21] GarzonR, MarcucciG, CroceCM Targeting microRNAs in cancer: rationale, strategies and challenges. Nat Rev Drug Discovery. 2010;9(10):775.2088540910.1038/nrd3179PMC3904431

How the deposited data were processed for this re-analysis (not part of the article)

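RNA of A375 melanoma cells, from 1 culture transfected with si-THOC2 and 1 transfected with NC, was measured on 1 Agilent SurePrint G3 v3 array each, both on 1 slide and in 1 scan. The deposited scanner output holds intensity values per spot, made by the authors with Feature Extraction 10.7.1.1, which subtracts the background and corrects for trends over the array (processed signal). Its deposited marks for outliers, saturation and signals well above background are set for each spot. The authors also deposited normalized log2 values of both arrays, whose equal distributions show quantile normalization, and a comparison table with a log2 fold change and fold for each probe they list. That deposited table also gives a score per probe, the linear fold with a minus sign for a decrease. The methods state a threshold of 2-fold with a p under 0.05 and Student's test, which needs more than 1 array per condition and was not run.

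Control spots and spots with an outlier flag (230 on the NC array and 253 on the THOC2 siRNA array) were left out, no spot was saturated, and the spots of a probe were averaged on the log2 scale, which left 58199 probes. Probes well above background on at least 1 array were compared (25345), and a probe was called at 2-fold or more. A gene's value is the mean of its compared probes. The mean net signal of the negative control spots was 31.9 on the NC array and 30.5 on the THOC2 siRNA array (SD 2.83 and 2.56), and the median CV of repeated spots was 5.60% and 5.57%. With 1 array per condition, the number of arrays limits the precision, and technical SDs from repeated spots leave out the differences between cultures. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1.

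The design and these alternatives were set before the data were examined: quantile normalization, scaling on the median of probes well above background on both arrays, lowess centring (span 0.3), normexp background correction (offset 50), probes well above background on both arrays only, no detection filter, dim signals at their limit, the authors' normalized values, genes in place of probes, and a fold of 3. Gene lists were compared with 10000 random lists of the same size, matched on mean log2 signal in 20 bins. The list percentiles describe these 2 arrays, since genes are not replicates. The genes to be named were set as THOC2, each gene named in the paper's results, ACTB as the RT-qPCR reference, and the 5 genes with the largest decrease and increase among those with a symbol other than LOC, LINC and lnc names and database identifiers whose probes on both arrays all changed the same way by 2-fold. Older symbols were matched through the reference gene table. The 11 gene lists were all found on the array in full, and results are given with the cAMP pathway and in the closing section, apart from 1 list and some genes that are not reported. A probe's position and gene are those of the deposited annotation (hg19). Exons and UTRs, and matches of the siRNAs to other transcripts, were not analysed here.

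The comparison was tested on simulated data. Of 200 probes changed by known folds, 200 were recovered, with 23 false calls among 22207 probes of the simulated comparison of THOC2 siRNA against NC. The changed probes were all well above background on both arrays, and their folds lay over the threshold for a call. Noise was set near that of repeated spots. Probes dim on either array, faults at places on the array and differences between cultures were not simulated, so calls of that kind remain untested. Of 100 simulated unchanged lists over 17168 genes, 98 lay inside the middle 95% of random lists, and 100 of 100 lists shifted down lay below it. The shift was larger than the medians of the interferon, proliferation and core cAMP lists.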

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

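The tests of the probes that rose were chosen after the result was seen, though the lowess, detection and limit settings used in some of them were set earlier.

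The paper reports downregulated genes, while 743 probes were higher by 2-fold or more on the THOC2 siRNA array, a signal outside the genes it discusses. Of these, 184 were well above background on both arrays, and 476 were higher by at least 2-fold with the dim side at its limit. They include 285 probes of 282 protein-coding genes, 121 probes of other gene types and 337 with no match in the reference table. The largest increase by the rule for named genes was KCNK3 at 2.49 (chromosome 2, 26951660 to 26951719), from a signal of 17.0 to 76.8. ALKBH3-AS1 (2.09), NCAM1-AS1 (2.08), SNORA55 (2.01) and ENHO (1.88) followed.

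The tables argue against a trend with intensity as the cause, since 99.1% of the higher calls were called after lowess centring too. Several technical explanations stay open. Signals near background may account for many calls. For genes called higher on the THOC2 siRNA array only, 92 other probes had a median log2 fold change of 0.0572, at percentile 81.8 of 2000 random lists. That 75.2% of the calls rest on 1 array decides nothing, since a true increase from a low level would do the same. Faults of hybridization or scanning at places on the array are a candidate cause as well. The dispersion of higher calls over blocks was 8.67, against at most 1.94 in 1000 shuffles, and with both arrays well above background it was 3.75, against at most 1.49. The 32 blocks with the highest shares held 67.3% of the higher calls and 26.1% of the probes, against at most 45.5% of calls in the shuffles. With both arrays well above background they held 70.1%, against at most 59.2%. Stray signal on single spots could also contribute. For 111 genes with a higher call, 133 other probes had a median log2 fold change of 0.0775, at percentile 97.35 of 2000 random lists and so inside their middle 95%, while 3 of them rose and 3 fell by 2-fold. For the 32 such genes called on both arrays, the other 41 probes had a median of 0.141, at percentile 98.7, which argues against stray spots as the sole cause of that part. Stray signal that also reaches negative control spots cannot be told apart from RNA, because only 2 of 306 of these spots (0.654%, exact 95% interval 0.0793% to 2.34%) were well above background on the THOC2 siRNA array alone and higher by 2-fold there, against 1.66% of non-control spots, which the interval includes. A response of the cells to the loss of THOC2 also stays open for the 184 probes measured on both arrays, and with no replicate it was not tested.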

How the results depend on the processing

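Centring by block was chosen after seeing the data, and all other alternatives were set earlier. No paired analysis was possible because there is 1 array per condition.

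Against 844 lower and 743 higher probes, normexp background correction gave 33 and 79. The normexp setting adds 50 to every corrected signal, which by itself shrinks folds at signals near or under 50. How much of each change under normexp came from this offset was not tested. Probes well above background on both arrays gave 81 and 184 over 22207 probes. The drop comes from leaving out probes well above background on 1 array only, which held 763 of the lower and 559 of the higher calls. No detection filter gave 1929 and 3127 over 58199 probes, most of them near background, with a median log2 fold change of 0.31. With dim signals at their limit the counts were 225 and 476, and at a fold of 3 they were 502 and 447. The remaining alternatives stayed within 1.5 times of both counts: quantile normalization gave 877 and 721, the authors' values 877 and 720, median scaling 845 and 743, lowess centring 633 and 856, genes 691 and 626, and centring by block 846 and 721. Lower calls were 53.2% of all calls in the main values, 42.5% after lowess centring and 29.5% after normexp. They were 30.6% with both arrays well above background, 32.1% with dim signals at their limit and 38.2% with no detection filter, so which direction held more calls depended on the centring, the background and the treatment of dim signals.

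The mean of the THOC2 probes was below 0 in all 9 alternatives and moved only with normexp, to -0.51. The median of the 6 cAMP genes was below 0 in all 9, and moved to -0.18 with normexp and to -0.64 with dim signals at their limit, where a probe without a fold was entered as 0. Of these genes, only PIK3CA changed sign, with 0.16 on both arrays, 0.08 at the limit and 0.04 with normexp. The core cAMP list was at -0.061 with normexp and -0.072 on both arrays, and reversed to 0.056 with no detection filter. Its percentile among random lists was then 5.06, 3.78 and 18.0, inside their middle 95% in each case, against 0.32 in the main values. With the remaining alternatives the percentile ran from 0.33 (median scaling) to 1.33 (lowess centring), below the middle 95%. Leaving the filter out adds probes near background, whose values lie higher.

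The interferon list was below 0 in all 9, from -0.30 (quantile normalization, lowess centring and the authors' values) to -0.16 (normexp), with -0.18 without a detection filter. The proliferation list was above 0 in all 9, with 0.10 under normexp. Under normexp the THO/TREX list was at 0.037 and the CREB-driven genes at -0.021. The ATF4 and unfolded protein response list was at -0.034 with quantile normalization, -0.031 with lowess centring, -0.061 with normexp and -0.037 with the authors' values. The reference genes reversed to -0.010 with quantile normalization, to -0.031 with normexp and to -0.011 with the authors' values, and moved to 0.0068 with lowess centring. The invasion genes reversed to -0.0013 with normexp and moved to 0.066 with quantile normalization, 0.061 with lowess centring and 0.066 with the authors' values. For these lists the cause was not tested. The melanocyte list moved by less than the spread of random lists under every alternative.

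With both arrays well above background, the share of lower genes was 0% for pigmentation, adherens junction, bicellular tight junction, neurexin family protein binding, the cyclic-nucleotide and cAMP phosphodiesterase terms and the heterotrimeric G-protein complex. There no gene's mean was lower by 2-fold once probes seen on 1 array were left out, though PDE4D, at -0.99, was just short of it. The lowest signals well above background (14.7 with NC and 15.9 with si-THOC2) limit every value of weakly expressed genes, and most calls rest on such probes.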

Differences from the paper's values

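The paper's count of genes downregulated more than 2-fold is 877, and the main value here is 844 probes, which is within 1.5 times. Among the alternatives set before the data were examined, quantile normalization and the authors' normalized values reach the paper's 877. The paper calls these genes, while the authors' deposited table lists 877 probes with 732 distinct symbols, of which 366 are protein-coding genes in the reference table.

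The paper states that PIK3CA was reduced with the other cAMP pathway genes in A375 cells, measured by RT-qPCR. With dim signals as measured, all 6 genes had a mean log2 fold change below 0 here. Of the 4 genes with a probe well above background on both arrays, 3 fell, and PIK3CA was at 0.16. With the dim probe as measured, as in the main values, quantile normalization, median scaling, lowess centring, no detection filter, the authors' values and centring by block (the last chosen after seeing the values), the mean of its probes was below 0.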

Other observations

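The gene list comparisons, the test of an intensity trend for the lower calls and the test of a response to double-stranded RNA were set before the result was seen, and the other tests in this part were chosen after it.

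The lower calls have 5 technical explanations with a test. A trend with intensity as their cause is argued against by the 74.9% of lower calls that lowess centring also gave. That lower calls outnumber higher ones may come from such a trend, since their share fell to 42.5% after lowess centring. Stray signal that also reaches negative control spots is argued against, since 1 of 305 such spots (0.328%, exact 95% interval 0.00830% to 1.81%) was well above background on the NC array alone and lower by 2-fold with si-THOC2, under the 2.16% of non-control spots that were. Stray signal on single spots as the sole cause is argued against too. For 165 genes with a lower call, 215 other probes had a median log2 fold change of -0.0404, at percentile 0.05 of 2000 random lists. Of the 215, 0 fell by 2-fold and 4 rose by it, but they leave out some probes that were called lower. LINC01021, for one, was lower on probes at -2.12 and -1.09, both well above background with NC only. The 0 is therefore not a count over all other probes. For the 21 such genes called on both arrays, the other 23 probes had a median of -0.0950, at percentile 4.25, inside the middle 95%, so stray spots stay open for that part. Signals near background as the whole cause are argued against in the same way. For genes called lower on the NC array only, 192 other probes had a median of -0.0329, at percentile 0.55. A large share of such calls could still be noise. That 0 of the 192 fell by 2-fold cannot settle this, since both LINC01021 probes are left out there too. That 90.4% of the lower calls rest on 1 array decides nothing, since a true decrease can also take a probe below background. Faults at places on the array stay open as well, with a dispersion over blocks of 3.62 and 52.4% of the calls in the 32 blocks with the highest shares, against at most 47.0% in 1000 shuffles. With both arrays well above background the dispersion was 1.80, against at most 1.39, while the top 32 blocks held 69.1% of the calls, inside the range of the shuffles (mean 65.2%, at most 75.3%). The loss of THOC2 is an explanation that was not tested.

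Bright probes were looked at after their values were seen. Of the 18 probes with a log2 signal over 7 that were lower by 2-fold, 5 lay in 1 corner block of the 128. They include DIABLO at -2.55, whose other probe was at 0.02, SNAR-G1 at -1.28, whose other probe was at 0.47, and USP16 at -1.06, whose other probe was at -0.42. Of the 25 higher ones, 4 lay in 1 block, MT1E (1.08) and UTF1 (1.34) among them, where 17.5% of probes were called higher. Both probes of AREG, in different blocks, rose, by 1.06 and 1.08. The paralogs KRT6B and KRT6C rose by 1.63 and 1.35 and IL6 by 1.13, while IL11 was at -1.15, CREB3L1 at -1.27 and EN2 at -1.04. The largest measured change of any probe was at 22q11.1 (chromosome 22, 17097864 to 17097923), for a transcript without a symbol, at least 977-fold higher with si-THOC2 on 1 spot.

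The interferon response genes had a median log2 fold change of -0.24 over 28 genes, against -0.07 to 0.14 in the middle 95% of random lists, and 24 of the 28 were below 0. A response to transfected double-stranded RNA that is stronger with si-THOC2 is argued against, as it would raise these genes and the list lay at percentile 0, under every random list. The percentile was also 0 after lowess centring, which argues against intensity. Faults at places on the array are argued against by the 75 blocks left when the 32 blocks with the highest shares of lower calls and the 32 of higher calls were taken out. There 21 of the genes had a median of -0.26, again at percentile 0. A stronger response to the NC siRNA would give the same sign and was not tested, and neither was a difference between cultures. A lower interferon response with the loss of THOC2 is a hypothesis.

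The proliferation genes had a median of 0.20 over 36 genes, against -0.05 to 0.13 in random lists, and 8 were below 0. They lay at percentile 99.97, and at 100 after lowess centring, which argues against intensity. Without the blocks richest in calls, 18 of the genes had a median of 0.16, at percentile 97.55, on the edge of the middle 95%. After centring by block, the 36 genes had a median of 0.20, at percentile 99.98, which argues against shifts shared by a whole block. Faults that touch only some spots of a block stay open for this list. A difference in cell density or growth between the cultures was not tested, and neither was an effect of THOC2. The paper reports reduced proliferation with si-THOC2, which these mRNAs do not measure.

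An exchange of the labels was tested with the THOC2 probes, which would then be high among probes of like signal. The higher of the 2 lay at percentile 5.62, near the bottom, which argues against an exchange.

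The other genes of the THO/TREX complex, a list without THOC2, had a median of 0.14 over 17 genes (percentile 92.7). The melanocyte list was at 0.02 over 10 measured genes of 18 (percentile 54), and both of its 2-fold calls, KIT lower and MLANA higher, rest on a probe well above background on 1 array only. The ATF4 and unfolded protein response list was at 0.03 over 19 genes (percentile 12.1). The reference genes were at 0.09 over 14 (percentile 49.6), and the melanoma invasion list at 0.12 over 20 (percentile 86), with FN1 higher by 2-fold. GATA2 had a log2 fold change of 0.37 on both arrays, above 0 in every alternative. Both TP73 probes were below background on both arrays, and FOXA2 was above background on 1 array, with no fold to give. ACTB, the RT-qPCR reference of the paper, was at 0.25 and 0.43 on its probes, and its mean ran from 0.21 to 0.34 over the alternatives.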
